A study of Mus musculus with 24 samples. Its data were reported in "The SET1 Complex Selects Actively Transcribed Target Genes via Multivalent Interaction with CpG Island Chromatin" (2017).

How the data were processed

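ChIP-seq of H3K4me3 was carried out in C127 cells, a mouse mammary epithelial line, on formaldehyde-crosslinked chromatin. Samples were grouped by the labels alone. They fell into 12 groups, of which the H3K4me3 ChIP with 3 replicates was analysed. A single peak list of these replicates was used, and the 21 other samples were not analysed here, so no comparison was made between CFP1, its mutants, KDM2B, RNA polymerase II and their controls.

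According to the methods of the study, reads were aligned to mm10 with bowtie2, reads without a unique position were discarded, and PCR duplicates were removed with SAMtools. Peaks were called with MACS per replicate against the input. The authors kept peaks that overlapped in all replicates and merged those close to one another. The submitters' processing notes name Bowtie2, SAMtools, MACS2 and mm10 without versions. The deposited list gives the chromosome, start and end of each consensus peak in bp and has 3 columns, with no score, height, fold enrichment or p-value. The smallest gap between peaks was 251 bp. Peaks could therefore not be ranked by strength, replicates could not be compared, and depth per sample is unknown. Because reads without a unique position were discarded, a gene whose promoter recurs elsewhere in the genome can lack a peak for that reason alone. Starts were converted to 1-based positions. All peaks fitted the chromosome lengths of the GRCm38.p6 reference, the build of the list.

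TSSs were taken from GENCODE vM21 basic transcripts of protein-coding and lncRNA genes (52518 TSSs, 21755 protein-coding and 9603 lncRNA genes on the 20 chromosomes used). Positions on scaffolds stayed out of all comparisons. A peak was at a TSS when it came within 250 bp of it. CpG islands were found in the reference sequence as stretches of at least 200 bp with a GC fraction of at least 0.5 and an observed over expected CpG ratio of at least 0.6, with repeats kept, which gave 158140 islands. These islands came from sequence alone and their methylation was not used here. A gene had an island promoter when an island lay within 250 bp of a TSS. A promoter was divergent when TSSs of both strands lay within 2 kb. A promoter was called multi-copy when more than 50% of the 50-bp words within 250 bp of its TSS, taken every 5 bp, recurred at another promoter (895 genes).

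Shares were compared with 100 placements of the same peaks at random on their own chromosome outside assembly gaps. Differences between classes of promoter, island or peak were computed per chromosome and tested with a two-sided sign-flip permutation test over 20 chromosomes with 100000 resamples. Chromosomes were used as units because neighbouring loci are not independent. Chromosome X was compared with 19 autosomes by rank. The 22 gene lists were tested with a two-sided Fisher's exact test against all other protein-coding genes. Each was also set against 10000 random lists of the same size with as many island promoters, for the share with a peak and for the median width of the widest TSS peak. For the luminal and mesenchymal lists, random lists were also matched on stricter islands and on the CpG count within 250 bp of the TSS (20 classes of genes). P-values were adjusted by Benjamini-Hochberg over the lists with a threshold of 0.05. Intervals are 95% Wilson intervals. The lists held 413 entries, of which Mx2, H19, Kcnq1ot1, Meg3 and Airn were not protein-coding in the annotation and were left out of the tests. Myc and Ccnd1 stood in 2 lists each. Where several genes had the same symbol, 1 was kept in the tests of lists, which left out 27 genes. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

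The lists, the rule for the genes named in the text and the tests were fixed before the data were examined, except the further matching of the luminal and mesenchymal lists, their direct comparison and the tests of the closing section, which were chosen afterwards. The rule names 5 of the genes whose browser views the study showed (Orai1, Ap3d1, Smoc2, Hexim1 and Ube2j2) together with Cxxc1, Setd1a and Kdm2b, the genes at the 20 widest peaks at a protein-coding TSS, and the 10 widest peaks at no TSS. From each list it names up to 4 members with the widest peak and up to 4 members, in alphabetical order, without a peak, and every member where the smaller side has 8 or fewer. It also names the 3 chromosomes with the highest and the lowest share. Some list members that the rule would name are not reported here. The lists were SET1 and MLL complex subunits, Polycomb complex subunits, ribosomal proteins, glycolysis, cell cycle, luminal mammary epithelium, milk proteins, basal and myoepithelial mammary cells, fibroblast and mesenchymal cells, immune cells, endothelial cells, neural cells, hepatocytes, muscle cells, pluripotency, germline, Hox genes, developmental transcription factors, immediate early genes, interferon response, imprinted genes, and tumour suppressors and oncogenes.

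The functions were tested on simulated data in which peaks were put at real genes with a set probability. With a set share of 70% at island promoters and 5% at others, 72.4% and 5.17% were found over 21755 genes, with neighbouring and divergent genes adding to the share. A set downstream excess of 1251 bp was found as 1292 bp. Of 40 lists of 20 island genes raised to 95%, 18 were called against matched lists, and 0 of 40 unchanged lists were. A list of that size can thus differ by this much and remain below the threshold. In the matching on CpG count, 1 of 100 unchanged lists and 100 of 100 lowered lists passed the threshold. Peaks placed at random gave folds of 0.963 at TSSs and 0.97 at islands. With no difference set for X beyond its promoter classes, X differed from the autosomes by -7.62 percentage points, so part of any difference on X follows from promoter class alone.

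The alternatives fixed in advance were a TSS distance of 0 or 1000 bp, stricter islands (at least 500 bp, GC fraction 0.55, ratio 0.65; 20230 islands), an overlap of at least 50% of the shorter of peak and island, peaks of at least 500 bp only, peaks within 1 kb merged, 1 TSS per gene (the most upstream), and a distance for divergent TSSs of 1 kb for peak width and 5 kb for asymmetry. Chosen after seeing the data were islands at most 50% repeat-masked, genes whose TSSs in the peak lie within 50 bp of each other, the longest island at the TSS alone, island promoters only, genes without multi-copy promoters, both of these together, and TSSs of RefSeq and the comprehensive GENCODE set.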

Results

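H3K4me3, a histone modification found around the start sites of active genes, was mapped by ChIP-seq in C127 cells, a mouse mammary epithelial cell line. The series held 24 samples in 12 groups. The H3K4me3 ChIP had 3 replicates and its input had 1 sample. The remaining groups had 2 samples each. They covered ChIP of endogenous CFP1, of KDM2B and of RNA polymerase II, ChIP with an antibody to GFP in cells with a GFP control, GFP-tagged CFP1 or its mutants, and a separate input. The 21 samples other than the H3K4me3 replicates were not analysed here. The measurement analysed was a single list of H3K4me3 peaks present in every replicate, so the values below have no spread between replicates. Read depth behind the peaks is unknown, because the list gives positions and no heights.

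The list held 13451 peaks. Of these, 13447 lay on 20 chromosomes (19 autosomes and X) and none lay on Y. They covered 38.5 Mb, or 1.46% of these chromosomes. The median width was 2647 bp, with quartiles of 1586 and 3740.5 bp, and the widths ran from 233 to 37217 bp. Shares are given with 95% Wilson intervals, which cover counting error over loci only, and with the SD over chromosomes where chromosomes were the unit. The p-values concern loci or chromosomes of this list and say nothing about spread between replicates.

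The 8 genes fixed by name each carried H3K4me3. They were Cxxc1, Setd1a and Kdm2b with 5 of the genes shown in the study, Orai1, Ap3d1, Smoc2, Hexim1 and Ube2j2, the last 4 of which were shown there in embryonic stem cells. Cxxc1, which encodes CFP1, had a peak of 3527 bp on chromosome 18 (74215157 to 74218683, mm10). Setd1a, which encodes the catalytic subunit of a SET1 complex, had a peak of 3995 bp on chromosome 7 (127775406 to 127779400). Kdm2b, another CpG island binding protein gene, had a peak of 5115 bp on chromosome 5 (122986482 to 122991596), wider than that of 86.8% of genes with a peak. Hexim1, an inhibitor of the elongation kinase P-TEFb, had a peak of 5540 bp at the 90.4th percentile of width. Ap3d1 (3528 bp) and Ube2j2 (3076 bp) lay near the middle of the range, at the 58.0th and 44.9th percentiles. Smoc2 had the narrowest of these 8 peaks, 2203 bp, at the 19.4th percentile.

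Orai1, which encodes the pore of a store-operated calcium channel, lies next to Kdm2b and is transcribed in the opposite direction. Its peak ran from 123014401 to 123018532 on chromosome 5 (4132 bp) and covered the TSS at 123015074 as well as the whole CpG island from 123014480 to 123015971. The island was 1492 bp long with a GC content of 65.0%, an observed over expected CpG ratio of 0.812 and 128 CpGs. The 60 bp around the TSS (123015044 to 123015103, plus strand, TSS at base 31) read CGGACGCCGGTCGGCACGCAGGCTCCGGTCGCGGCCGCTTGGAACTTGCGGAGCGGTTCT and held 11 CpGs. A CpG island alone did not go with a peak at every gene. Cdh1, the E-cadherin gene, had an island of 925 bp with 67 CpGs at its TSS on chromosome 8 (106603351) and no peak. Its 60 bp around the TSS (106603321 to 106603380, plus strand, TSS at base 31) read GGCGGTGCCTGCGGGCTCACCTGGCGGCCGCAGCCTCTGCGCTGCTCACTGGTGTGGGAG and held 5 CpGs.

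**Figure D1:**
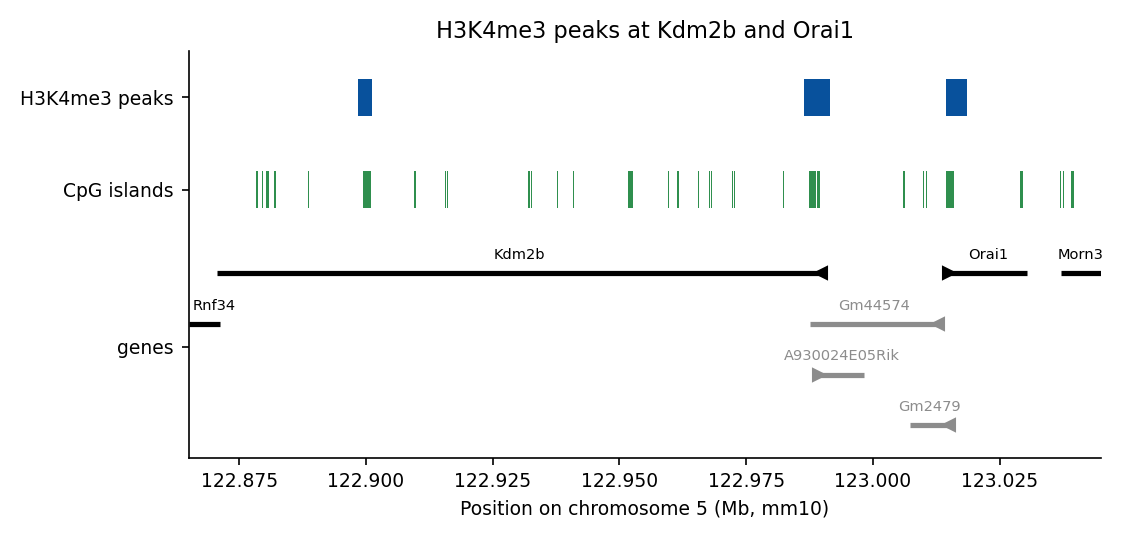
Map of the Kdm2b and Orai1 region, with the position on chromosome 5 in Mb (mm10) on the horizontal axis and H3K4me3 peaks, CpG islands and genes as separate tracks (black, protein-coding; grey, lncRNA; arrowheads at the TSS end). The window held 3 peaks and 33 islands, with a peak over the TSSs of both Kdm2b (122989823) and Orai1 (123015074).

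Where H3K4me3 lay relative to gene starts was asked next. Of the 13447 peaks, 10036 lay within 250 bp of an annotated coding or lncRNA TSS, 74.6% (95% CI 73.9 to 75.4). The same peaks placed at random on their own chromosome reached 4.67% ± 0.166 (SD of 100 placements), a 16.0-fold difference. With the TSSs of RefSeq and the comprehensive GENCODE set added, the share was 79.3% against 11.6% at random, a 6.83-fold difference. Without these added TSSs, no placement came above 5.06%, so the permutation p was 0.0099, the smallest that 100 placements allow. The share ran from 66.2% to 88.7% over the 20 chromosomes (mean 75.3% ± 4.68, SD).

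CpG islands found in the genome sequence overlapped 10961 peaks, 81.5% (95% CI 80.8 to 82.2), against 16.3% ± 0.301 (SD) for the same peaks placed at random (5.01-fold, permutation p = 0.0099, the smallest possible). With stricter islands the share was 69.3% and the fold over random was 21.9. Most peaks combined both features. Peaks at a TSS with an island numbered 9625 (71.6%), those at a TSS without an island 411 (3.06%), those at an island away from TSSs 1336 (9.94%) and those at neither 2075 (15.4%).

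The study related CFP1 and H3K4me3 to non-methylated CpG islands, so islands were compared by their place. Among islands at a TSS, 10351 of 17043 had a peak (60.7%). Among islands away from any TSS, 5504 of 141097 did (3.90%). The difference was 56.8 percentage points (SD over chromosomes 3.53, positive on 20 of 20 chromosomes; two-sided sign-flip permutation p = 2e-05, where 1e-05 is the smallest possible). With the stricter islands 74.0% and 10.2% had a peak. Islands away from TSSs include those under a TSS peak that extends over them. Only 1336 peaks lay at an island without reaching a TSS, against 5504 such islands with a peak. The 3.90% and 10.2% are therefore not shares for H3K4me3 apart from promoters.

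By gene, a peak lay at 10354 of 14601 protein-coding genes with a CpG island promoter (70.9%) and at 393 of 7154 genes without one (5.49%). The difference of 65.4 percentage points had an SD of 4.77 over chromosomes and was positive on 20 of 20 (permutation p = 2e-05). With the stricter islands the shares were 78.0% and 11.4%. Together, 10747 of 21755 protein-coding genes (49.4%) had a peak.

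At protein-coding TSSs, Nfix, a nuclear factor I gene, had the widest peak, 33102 bp on chromosome 8 (84768242 to 84801343), and its relatives Nfib (14178 bp) and Nfic (14014 bp) were among the 20 widest as well. Plec, the gene of a cytoskeletal linker, followed with 20666 bp on chromosome 15 and Nrp2, a neuropilin gene, with 18370 bp on chromosome 1. Cdkn1b, which encodes the cell cycle inhibitor p27, had 18196 bp, Hoxc9 17854 bp, Smad7, an inhibitor of TGF-beta signalling, 17471 bp, and Irf2bpl 17298 bp. Tnrc18 (16196 bp), Tfap2a (15906 bp), Gata3 (15554 bp, shared with 4930412O13Rik and 9230102O04Rik), Trps1 (14787 bp), Zfp503 (14446 bp), Zbtb7a (13544 bp) and Bcl9l (13506 bp) were also among the 20. The remaining peaks of the 20 spanned several genes: Eno3, Pfn1, Rnf167 and Slc25a11 (15258 bp), Cd151, Polr2l and Tspan4 (14625 bp), Atp5d and Midn (14528 bp), and Anapc2, Ssna1 and Tprn (13709 bp). Of the 20 peaks, 15 reached the TSS of 1 protein-coding gene, 5 of several, and 8 lay at divergent promoters. With 1 TSS per gene, Plec and Nfic had no peak at the TSS used.

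Peak width differed between classes of promoter. Peaks at island TSSs had a median of 3144 bp (n = 9475, quartiles 2334 and 4103.5) and those at other TSSs 2123 bp (n = 561, quartiles 1185 and 3348). The difference of 1021 bp (SD over chromosomes 490) was positive on 20 of 20 chromosomes (permutation p = 2e-05). Divergent promoters, with TSSs of both strands within 2 kb, had wider peaks than single ones, at 3682 bp (n = 2286) against 2933 bp (n = 7750), a difference of 749 bp (SD 276, 20 of 20 chromosomes, permutation p = 2e-05). Peaks at TSSs were wider than those away from TSSs, at 3096.5 bp (n = 10036) against 1136 bp (n = 3411), a difference of 1960.5 bp (SD 300.4, 20 of 20 chromosomes, permutation p = 2e-05). A wide peak can reach more TSSs by its size alone, and so enter the TSS or divergent class more easily. How much this adds to these differences was not tested.

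**Figure D2:**
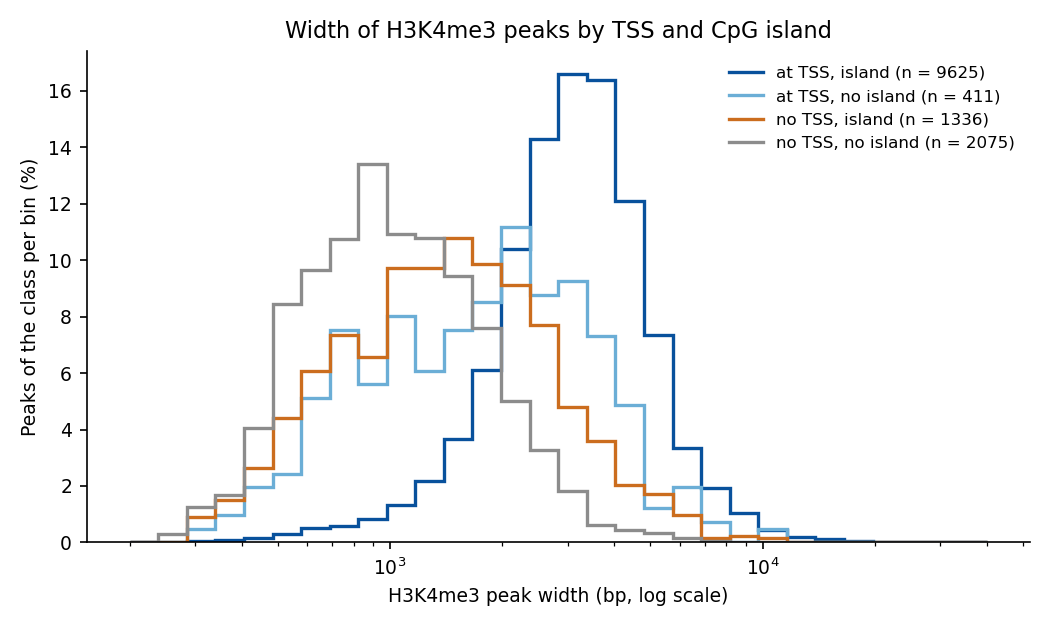
Distribution of H3K4me3 peak widths, with the width in bp on a log scale on the horizontal axis and the percent of the peaks of each class per width bin on the vertical axis. Peaks at a TSS had a median of 3144 bp with a CpG island and 1772 bp without one. Peaks away from TSSs had a median of 1427 bp with an island and 989 bp without one. Here a peak counted as with an island when it overlapped one anywhere. The 2123 bp given in the text is for TSSs with no island within 250 bp.

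H3K4me3 spread in the direction of transcription. At 7182 protein-coding genes without a divergent TSS within 2 kb, the peak reached a median of 2145 bp downstream of the TSS (quartiles 1575 and 2803.75) and 740 bp upstream (quartiles 423 and 1153). The downstream side was longer at 93.9% of these genes. The median difference was 1322 bp (SD over chromosomes 54.8, 20 of 20 chromosomes, permutation p = 2e-05). With several TSSs in a peak, both distances depend on the TSS used. For genes whose TSSs in the peak lie within 50 bp of each other, the difference was 1253 bp (2060 bp downstream, 727.5 bp upstream).

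Longer islands carried wider peaks. Across 9471 island TSS peaks, width rose with the summed length of the islands in the peak (Spearman rho = 0.546, Pearson r = 0.589). The correlation is across loci of a single list, which are not independent replicates. Per chromosome rho ran from 0.442 to 0.644 (mean 0.542 ± 0.0503, SD, 20 of 20 positive, permutation p = 2e-05). Split by the longest island at the TSS, the median width was 2416 bp where that island had 200 to 765 bp and 3999.5 bp where it had of 1324 to 4747 bp.

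Away from annotated TSSs, the widest peak lay in the introns of Hoxc5 and Hoxc6 on chromosome 15 (102996801 to 103007145, 10345 bp), 2428 bp from the Hoxc6 TSS. The next were in introns of 2010111I01Rik (chromosome 13, 63271644 to 63281453, 9810 bp), Bcar3 (chromosome 3, 122480062 to 122489761, 9700 bp) and Myh9 (chromosome 15, 77815361 to 77825054, 9694 bp). An intergenic peak of 8868 bp lay 4192 bp from Trim27 (chromosome 13, 21166386 to 21175253). Others lay in introns of Bahcc1 (chromosome 11, 120250166 to 120257790, 7625 bp), Zfhx3 (chromosome 8, 108702242 to 108709726, 7485 bp), Dst (chromosome 1, 34119555 to 34126370, 6816 bp) and Ahnak2 (chromosome 12, 112791863 to 112798574, 6712 bp), and in an exon of Vmp1 (chromosome 11, 86581200 to 86588448, 7249 bp). All 10 except the Bahcc1 peak overlapped a CpG island. Of the 3411 peaks away from TSSs, 51.9% lay in introns, against 44.2% ± 0.757 (SD) when these peaks were placed at random, and 4.87% in exons, against 3.61% ± 0.290. Intergenic positions held 43.2%, against 52.1% ± 0.788.

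Which gene groups carried H3K4me3 in this line was asked with 22 lists. In 6 lists, of basic cell functions and the response to growth signals, every member had a peak. All 20 subunits of the SET1 and MLL complexes had a peak, with the widest at Setd1b (11880 bp), Kmt2d (6888 bp), Hcfc1 (5536 bp) and Pagr1a (4989 bp). All 27 Polycomb subunits did too, led by Ring1 (12045 bp), Bmi1 (8789 bp), Pcgf2 (7790 bp) and Jarid2 (5301 bp). The same held for 22 ribosomal protein genes, where Rpl8 (10323 bp), Rpl7 (7205 bp), Rps2 (6451 bp) and Rpl18 (6304 bp) were widest, for 15 glycolytic genes, where Pkm (10469 bp), Hk1 (6670 bp), Eno1 (6539 bp) and Ldha (5919 bp) were widest, and for 21 cell cycle genes, where Mcm2 (11560 bp), Ccnd1 (7740 bp), Plk1 (6166 bp) and Aurka (5447 bp) were widest. Each of the 16 immediate early genes had a peak, with Junb (12398 bp), Fosl2 (7483 bp), Ier2 (6767 bp) and Myc (6326 bp) in front. With 1 TSS per gene, only the ribosomal protein and cell cycle lists of these 6 stayed complete. The share was then 95% for SET1 and MLL subunits, 88.9% for Polycomb subunits, 93.3% for glycolysis and 93.75% for immediate early genes. A TSS distance of 0 bp also gave 93.75% for immediate early genes. Among 20 tumour suppressor genes and oncogenes, 19 had a peak, including Ccnd1, Trp53 (6951 bp) and Myc. The exception was Cdkn2a, a locus that encodes 2 inhibitors of proliferation.

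These 7 lists had a peak more often than other protein-coding genes (Fisher's exact test, two-sided, Benjamini-Hochberg over 22 lists). The adjusted p was 4.06e-06 for SET1 and MLL subunits, 1.16e-07 for Polycomb subunits, 1.98e-06 for ribosomal proteins, 7.93e-05 for glycolysis, 2.67e-06 for the cell cycle, 5.48e-05 for immediate early genes and 6.27e-05 for tumour suppressors and oncogenes. All their members had a CpG island promoter, so random lists with the same promoter class averaged 70.8% to 71.0%. All 7 also lay above those matched lists, with adjusted permutation p from 0.00088 for Polycomb subunits to 0.0277 for tumour suppressors and oncogenes.

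Markers of the luminal mammary epithelium mostly lacked a peak in this mammary line. Only 4 of 21 had one (19.05%, 95% CI 7.67 to 40.0): Gata3, a luminal transcription factor (15554 bp), Areg, an epidermal growth factor receptor ligand (2609 bp), the oestrogen receptor gene Esr1 (2320 bp) and the mucin gene Muc1 (1534 bp). Cdh1 and the tight junction genes Cldn3, Cldn4 and Cldn7 were among the members without. The share was below other genes (adjusted Fisher p = 0.00998) and below matched lists (mean 64.3%, adjusted p = 0.00088). None of 10 milk protein genes had a peak (95% CI 0 to 27.8%), including Btn1a1, Csn1s1, Csn1s2a and Csn1s2b. They were below other genes (adjusted Fisher p = 0.00288) but not below matched lists (mean 5.41%, adjusted p = 1), and no member had an island promoter. Among 14 basal and myoepithelial genes, 1 had a peak (7.14%), the caveolin gene Cav1 (6351 bp), and the smooth muscle genes Acta2 and Cnn1, the integrin Itgb4 and the keratin Krt14 had none. That list too was below other genes (adjusted Fisher p = 0.00288) and not past the threshold against matched lists (mean 24.1%, adjusted p = 0.101). With a TSS distance of 1000 bp its share was 14.3% (adjusted Fisher p = 0.0101).

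Markers of fibroblasts and mesenchymal cells had a peak at 15 of 21 genes (71.4%, 95% CI 50.0 to 86.2). The widest were at Fn1, which encodes fibronectin (7629 bp), at the transcription factors Twist2 (7374 bp) and Snai1 (7302 bp), and at the vimentin gene Vim (7153 bp). The 6 members without a peak were Col1a1, Col3a1, Dcn, Lum, Postn and Thy1. The share did not pass the threshold against other genes (adjusted Fisher p = 0.0577) but was above matched lists (mean 49.1%, adjusted p = 0.0158). With a TSS distance of 1000 bp it was 76.2% and passed the Fisher test (adjusted p = 0.0307), while with 1 TSS per gene it was 61.9% (adjusted p = 0.218) and without multi-copy promoters it was 71.4% (adjusted p = 0.0889). Set directly against the luminal list, a comparison chosen after both shares had been seen and not adjusted for that choice, the odds ratio was 10.6 (two-sided Fisher's exact p = 0.00158).

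Genes of other cell types were largely without H3K4me3. No peak lay at any of 16 immune genes (such as Adgre1, Cd3e and Cd3g), 11 endothelial genes (Cdh5, Cldn5, Egfl7 and Emcn), 15 hepatocyte genes (Ahsg, Alb, Apoa1 and Apoa2) or 14 germline genes (Asz1, Dazl, Ddx4 and Hormad1). The upper 95% limits were 19.4%, 25.9%, 20.4% and 21.5%, and the adjusted Fisher p was 8.5e-05, 0.00196, 0.000151 and 0.000271. Against matched lists the immune (mean 17.7%, adjusted permutation p = 0.031), endothelial (41.1%, 0.00308) and germline lists (71.0%, 0.00088) were lower, while the hepatocyte list was not (9.95%, 0.27). Among 18 neural genes Dlx1 (4454 bp) and Dlx2 (3376 bp), neighbouring homeobox genes, had a peak, and Gad1, Gad2, Gfap and Map2 had none (11.1%, adjusted Fisher p = 0.00243, matched mean 67.3%, adjusted p = 0.00088). Of 14 muscle genes 1 had a peak, the cardiac homeobox gene Nkx2-5 (1469 bp), against Acta1, Actc1, Ckm and Des without (7.14%, adjusted Fisher p = 0.00288, matched mean 24.3%, adjusted p = 0.101).

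Developmental regulators were split. Of 39 Hox genes 18 had a peak (46.2%), led by Hoxc9, Hoxc11 (12592 bp) and the peak shared by Hoxa3 and Hoxa6 (7804 bp), while Hoxa2, Hoxa7, Hoxa11 and Hoxa13 had none. This share was close to that of other genes (49.4%, adjusted Fisher p = 0.75) and below matched lists (mean 70.9%, adjusted p = 0.0055). Hox genes lie in clusters and can share a peak, while both tests count each gene as independent. The p-value against matched lists may therefore be too small. Of 31 other developmental transcription factors 9 had a peak (29.0%), including Sox9 (6594 bp), Pax6 (3698 bp) and Pax3 (3616 bp), with En1, En2, Eomes and Foxd3 among those without (adjusted Fisher p = 0.0384, matched mean 68.7%, adjusted p = 0.00088). With 1 TSS per gene the share of these factors was 19.4% (adjusted Fisher p = 0.00296). Of 16 pluripotency genes 5 had a peak (31.3%): Tbx3 (5885 bp), Klf5 (4377 bp), Klf4 (4108 bp), Klf2 (1924 bp) and Sox2 (1878 bp). Dppa3, Dppa4, Dppa5a and Esrrb were among those without. That list did not pass the Fisher test (adjusted p = 0.221) but was below matched lists (mean 62.7%, adjusted p = 0.0158).

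Of 15 interferon response genes 11 had a peak (73.3%), including Irf1 (5526 bp), Bst2 (3626 bp) and Stat2 (3221 bp). Ifit3, Mx1, Oas1a and Rsad2 had none, and the promoter sequence of Ifit3 recurs at another promoter. The share did not pass the Fisher test (adjusted p = 0.0808) and was above matched lists (mean 40.5%, adjusted p = 0.00275). Of 12 imprinted protein-coding genes 2 had a peak (16.7%), Zrsr1 (5549 bp) and Igf2r (1229 bp), while Cdkn1c, Dlk1, Grb10 and Igf2 did not (adjusted Fisher p = 0.0473, matched mean 71.0%, adjusted p = 0.00147). With 1 TSS per gene the Fisher value for the imprinted list was 0.0503.

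Over the 22 lists, Fisher's test called 18, of which 7 were higher and 11 lower. The matched comparison also called 18, with 9 higher and 9 lower, and both called the same 14.

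**Figure D3:**
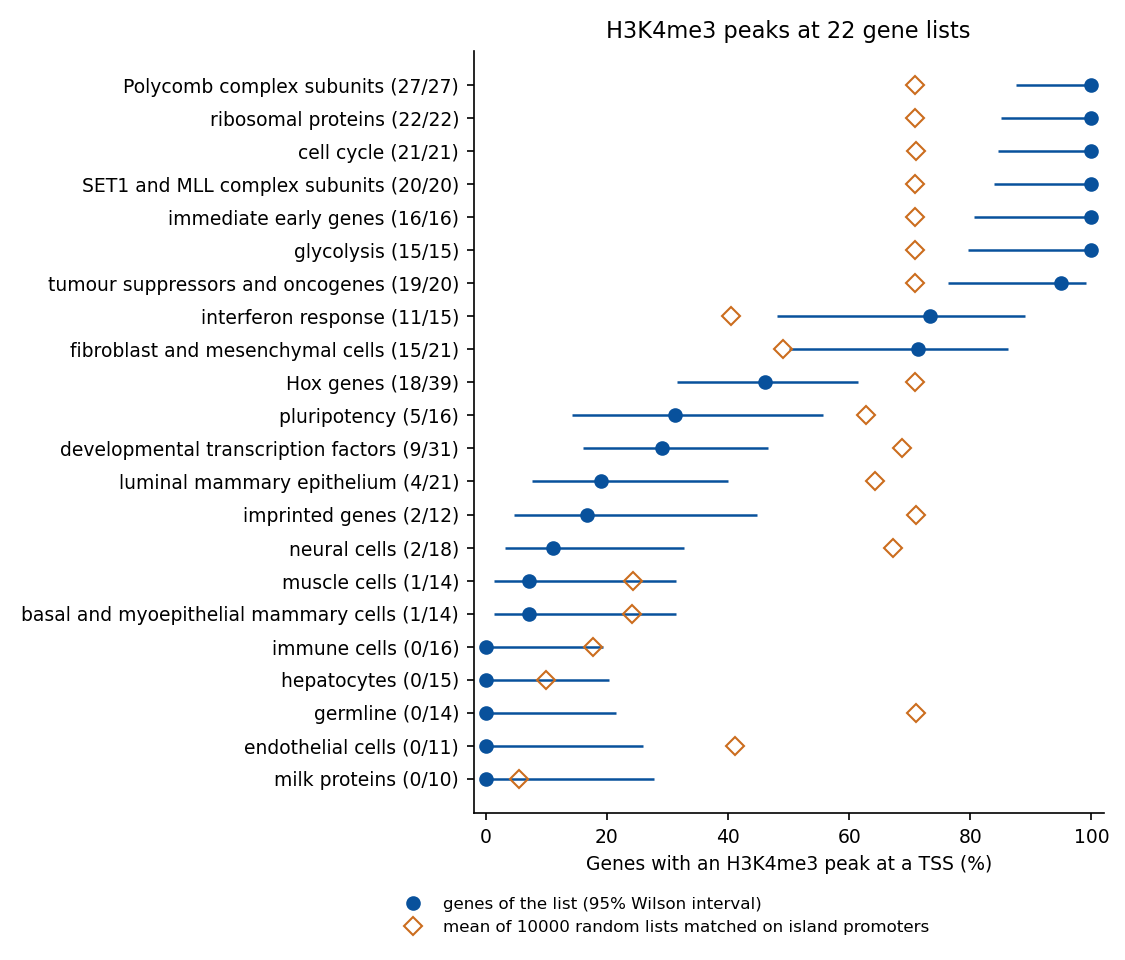
Share of genes with an H3K4me3 peak at a TSS in percent (horizontal axis) for the 22 gene lists (vertical axis, with members with a peak and members tested in parentheses), as filled circles with 95% Wilson intervals, beside the mean of 10000 random lists matched on island promoters (open diamonds). The 6 lists with a peak at every member lie right of matched means near 71.0%, and the luminal list (19.05%) lies left of its matched mean of 64.3%.

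Peak width set apart 5 of the 13 lists that had enough members with a peak. The random lists were matched on island promoters, not on island length or divergent TSSs, which both went with width. Whether these account for the differences was not tested. Mesenchymal genes had the widest median, 6430 bp, against 3157 bp for matched lists (permutation p adjusted over the lists = 0.0026). Glycolytic genes (5016 bp, adjusted permutation p = 0.0039), immediate early genes (4851 bp, adjusted p = 0.00607) and ribosomal protein genes (4253.5 bp, adjusted p = 0.0357) were wider than matched lists as well. Interferon response genes were narrower, at 1964 bp against 3101 bp (adjusted permutation p = 0.0406). That call was lost with 1 TSS per gene (2360 bp, adjusted permutation p = 0.202), with stricter islands (adjusted p = 0.0848) and with peaks within 1 kb merged (2756 bp, adjusted p = 0.545).

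Chromosome X had the lowest share of genes with a peak. On X, 319 of 948 protein-coding genes had a peak (33.6%), against 10428 of 20807 on the autosomes (50.1%), a difference of -16.5 percentage points. The autosomes averaged 50.9% ± 5.29 (SD, n = 19) and ran from 38.7% to 57.9%. The next lowest were chromosomes 14 (38.7%) and 7 (40.0%), and the highest were 8 (57.9%), 12 (57.5%) and 15 (56.6%). X ranked lowest of 20 chromosomes, for which the exact permutation p is 0.05, the smallest that 20 chromosomes allow. Among island promoters alone the share on X was 54.7%, against 71.3% ± 2.99 (SD) on the autosomes, and among genes without a multi-copy promoter it was 40.1%, against 52.5% ± 4.55. Among island promoters that were not multi-copy it was 60.0%, against 71.9% ± 2.73.

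**Figure D4:**
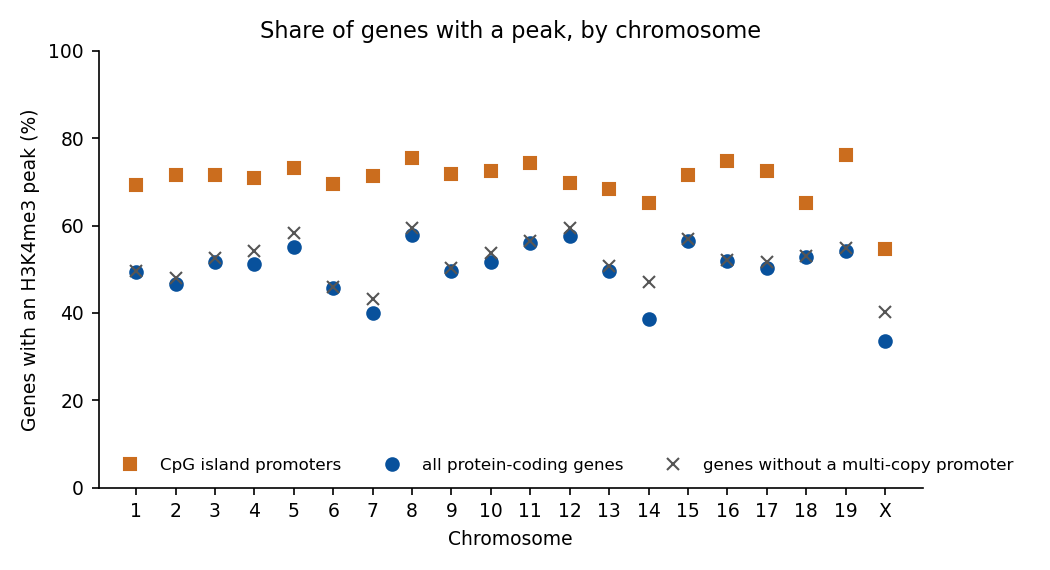
Share of protein-coding genes with an H3K4me3 peak in percent (vertical axis) for each chromosome (horizontal axis), for all genes (circles), for CpG island promoters (squares) and for genes without a multi-copy promoter (crosses). X lies lowest in all 3 sets, at 33.6%, 54.7% and 40.1%.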

Values the study reported

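The study reported that 91.5% of CFP1 peaks in C127 cells lay at non-methylated islands and that CFP1 occupied 38.1% of these islands. These values concern CFP1 binding and experimentally defined islands, not H3K4me3 and islands found from sequence.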

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

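All tests of explanations in this part were chosen after the patterns had been seen in the data, and those of island promoters on X, of the island class of promoters and of a minority of mesenchymal cells also after the values they rest on.

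On scaffolds outside the assembled chromosomes, which no comparison used, 4 peaks were listed. They lay on 3 scaffolds, at TSSs of CAAA01118383.1 (GL456216, 2214 bp), AC149090.1 (JH584304, 2626 bp), Vamp7 (GL456233, 1322 bp) and Tmlhe (GL456233, 1665 bp).

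A smaller share of genes had a peak on X (33.6%) than on any autosome. Promoters flagged as multi-copy are not the whole cause, since with them left out X still lay -2.72 SD from the mean of the autosomes. The flag marked 13 of the 21 genes in the run with the Rhox cluster, so part of such families stayed in. How much of the remaining gap such families account for is therefore open. A lack of island promoters is not the whole cause either, since among these alone X lay -5.57 SD from that mean. With flagged promoters left out as well it lay -4.34 SD from it. Peaks at island TSSs on X had a median of 2223 bp, below the range of the autosomes (2728.5 to 3539 bp). A weaker H3K4me3 signal over the whole chromosome, as a lower copy number of X in the line or an inactive X would give, is a candidate explanation that this width does not exclude. Xist, which an inactive X expresses, had no peak, copy number and expression were not used here, and no biological explanation was tested.

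Luminal genes such as Cdh1 mostly lacked a peak, with 4 of 21 having one (Gata3, Areg, Esr1 and Muc1). A peak lay at 15 of 21 mesenchymal genes, such as Vim and Fn1. Col1a1, Col3a1, Dcn, Lum, Postn and Thy1 had none, and the mesenchymal share did not pass Fisher's test against other genes (adjusted p = 0.0577). Promoter class and CpG density do not account for the low luminal share. It lay at percentile 0 of 10000 lists matched on island promoters and at 0 with stricter islands (matched mean 59.0%). Among lists matched on CpG count it lay at percentile 0.005 (matched mean 53.6%). Multi-copy promoter sequence is excluded as well, since 0% of the luminal members without a peak had such a promoter. A minority of mesenchymal cells in a culture of luminal cells would leave peaks at most luminal genes, if luminal cells carry them there. On that premise the 19.05% with a peak speaks against it. The premise was not tested, and the 19.05% is part of the pattern itself, so it is not an independent test. A mesenchymal state of the line may remain as a hypothesis, found and tested on the same list, and the RNA polymerase II ChIP of the line, which would bear on it, was not analysed here.

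Peaks away from TSSs numbered 3411. TSSs listed only in wider annotations account for a minority, since 18.4% lay within 250 bp of a RefSeq or comprehensive GENCODE TSS (7.24% for random positions). Fragments of neighbouring TSS peaks also account for a minority at most, since 18.9% lay within 5 kb of one (6.08% for random positions). At neither lay 2258 peaks (66.2%), with a median width of 1030.5 bp. TSSs in none of these annotations and enhancers with H3K4me3 are possible explanations that were not tested, as neither transcripts nor an enhancer mark were used here.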

How the results depend on the processing

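Each result that answers a comparison kept its direction under every alternative run for it (75 values). Most p-values lay at or near the smallest their test allows, for X always at 0.05, so that staying on the same side of the threshold says nothing about stability, and the ranges are given instead. The share of peaks at TSSs ran from 70.3% to 79.3%, that at islands from 69.3% to 82.8%, the difference between islands from 51.4 to 63.8 and that between promoters from 63.8 to 66.6 percentage points. Width differences ran from 807 to 1145 bp for island promoters, 1868.5 to 1983 bp for TSSs and 734 to 781 bp for divergent promoters, asymmetry from 1253 to 1333 bp, and rho from 0.439 to 0.55. The difference on X ran from -17.3 to -11.8 percentage points. Fisher's test called 17 to 19 lists, and width set apart 4 or 5. Of values for single genes and lists, 383 held, 9 moved, 4 lost and 1 gained a call, and none reversed. Merging peaks within 1 kb widened the peaks of Nfix (35602 bp), Irf2bpl (22497 bp), Gata3 with its shared genes (19815 bp), and Atp5d and Midn (17400 bp). Alternatives chosen after seeing the data are named with the methods. No paired analysis was possible because a single list covers all replicates, and for the same reason no replicate could be left out. Depth could not be assessed, and a gene without a peak can still carry H3K4me3 below the authors' threshold.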

Other observations

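All families, runs of genes and tests described here were chosen after the data were seen. So were the lncRNAs, except H19, Kcnq1ot1, Meg3 and Airn, which stood in the imprinted list.

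Some gene families were nearly complete, some nearly empty and others in between. Several families shared members with the fixed lists, so their results are partly those of the lists counted again. Keratins such as Krt5, Krt8 and Krt18, claudins such as Cldn4, collagens such as Col1a1 and integrins such as Itgb4 stood in both. A peak lay at 78 of 78 mitochondrial ribosomal protein genes, 38 of 40 proteasome genes and 51 of 54 Eif genes of translation initiation. Olfactory receptors had a peak at 1 of 1134 genes (16 multi-copy), vomeronasal receptors at 1 of 330 (82 with a multi-copy promoter), defensins at 0 of 64 (18 multi-copy), keratins at 1 of 53 (Krt80), clustered protocadherins at 3 of 56, claudins at 3 of 33 and cytochrome P450 genes at 10 of 98. All of these differed from lists matched on island promoters (adjusted permutation p from 0.000425 to 0.00631). Collagens (15 of 44, matched mean 53.0%) and integrins (8 of 27, matched mean 54.0%) were lower than matched lists (adjusted permutation p = 0.00631 for both), as were solute carriers (166 of 371, adjusted permutation p = 0.000425) and Forkhead factors (21 of 44, adjusted permutation p = 0.0356). None of these 4 families passed Fisher's exact test against other genes (adjusted p = 0.0638 for collagens and integrins, 0.0796 for solute carriers and 0.881 for Forkhead factors). Histone genes (43 of 67, with 10 multi-copy) did not pass the threshold against matched lists (adjusted permutation p = 0.576) but were above other genes (64.2% against 49.3%, adjusted Fisher's exact p = 0.0275). Neighbouring histone genes often shared a peak, such as Hist1h4i and Hist1h2bk (13087 bp) or Hist1h1a and Hist1h4a (8197 bp). Fisher's test and the matched lists count each gene as independent, so their p-values for this family may be too small. The same limit applies to other families of neighbouring genes, such as the clustered protocadherins and the keratins. Zinc finger (Zfp) genes had a peak more often than matched lists (279 of 394, with 22 multi-copy among the 394, 70.8% against 60.9%), with a median of 2552 bp that was narrower than that of matched lists (3250 bp, adjusted permutation p = 0.0013). Here too the lists were not matched on island length or divergent TSSs. The 4 nuclear factor I genes all had one, with a median of 14096 bp, a family looked at because its members were among the widest peaks.

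Long non-coding RNA genes had a peak at 1599 of 9603 (16.7%, 95% CI 15.9 to 17.4). The share was 68.6% for those with both an island and a divergent TSS, 16.1% with an island alone, 16.7% with a divergent TSS alone and 2.57% with neither. A peak counted for a lncRNA gene even where it also lay at the TSS of another gene. At divergent TSSs it can thus be the peak of the partner gene. The widest peak of the list, 37217 bp on chromosome 15 (85651951 to 85689167), lay at the TSS of Lncppara and at no protein-coding TSS. Neat1 (13898 bp), Malat1 (11565 bp) and Lncpint (10453 bp) followed among peaks of this kind. Of the non-coding genes of X inactivation, Jpx had a peak (2886 bp) while Xist, Tsix and Ftx had none. Among imprinted non-coding RNAs, Kcnq1ot1 had a peak (2913 bp) and H19, Meg3 and Airn did not.

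Genes with an island promoter and no peak formed long runs, of up to 28 genes on chromosome 14 (15 multi-copy) and 21 on X with the Rhox cluster (13 multi-copy). Multi-copy promoters were then left out, since discarded reads can leave them without a peak. The longest run was then 18 protocadherin genes of the gamma cluster on chromosome 18, longer than any in 1000 shuffles of the peaks among such promoters of a chromosome (median 7, highest 14). Runs of 13 genes lay on chromosome 14 and on chromosome 15, and 3 of the 1000 shuffles held a run as long. The run on chromosome 14 was what remained of the run of 28 genes there, so it is not a separate finding. On chromosome 15 the genes were 6030408B16Rik and keratins from Krt7 through Krt5 and Krt8 to Krt18. Krt80, which has no island promoter and so was not counted, had a peak of 1931 bp within that stretch.

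Width rose with island length, and a wide peak could reach more islands by its size alone. With the longest island at the TSS only, rho was 0.439, against 0.546 with all islands in the peak, so this does not account for most of the relation.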
